# Collective cell migration and metastases induced by an epithelial-to-mesenchymal transition in *Drosophila* intestinal tumors

**DOI:** 10.1038/s41467-019-10269-y

**Published:** 2019-05-24

**Authors:** Kyra Campbell, Fabrizio Rossi, Jamie Adams, Ioanna Pitsidianaki, Francisco M. Barriga, Laura Garcia-Gerique, Eduard Batlle, Jordi Casanova, Andreu Casali

**Keywords:** Cancer, Cancer models, Metastasis, Cell biology, Cell migration

## Abstract

Metastasis underlies the majority of cancer-related deaths yet remains poorly understood due, in part, to the lack of models in vivo. Here we show that expression of the EMT master inducer Snail in primary adult *Drosophila* intestinal tumors leads to the dissemination of tumor cells and formation of macrometastases. Snail drives an EMT in tumor cells, which, although retaining some epithelial markers, subsequently break through the basal lamina of the midgut, undergo a collective migration and seed polyclonal metastases. While metastases re-epithelialize over time, we found that early metastases are remarkably mesenchymal, discarding the requirement for a mesenchymal-to-epithelial transition for early stages of metastatic growth. Our results demonstrate the formation of metastases in adult flies, and identify a key role for partial-EMTs in driving it. This model opens the door to investigate the basic mechanisms underlying metastasis, in a powerful in vivo system suited for rapid genetic and drug screens.

## Abstract (web summary)

Modelling and visualizing tumor metastasis in *Drosophila* has been a challenge. Here, the authors show that constitutive expression of Sna in primary adult *Drosophila* intestinal tumors drives EMT and dissemination of tumor cells, induces collective cell migration and formation of polyclonal metastases.

## Introduction

With metastasis being responsible for 90% of cancer-related deaths, there is a pressing need to understand the underlying mechanisms by which tumor cells colonize distant organs^1^. The metastatic cascade is a multistep process, which starts with the local invasion of the primary tumor into adjacent tissue, followed by dissemination of cancer cells and formation of secondary tumors at distant sites^2^. Over the past years, the prevalent view in the cancer field has been that tumor cells exploit the epithelial-to-mesenchymal transition (EMT) to increase their motility and invasive capabilities during the early stages of the metastatic cascade, a process by which epithelial cells acquire mesenchymal characteristics^3–7^. More recently, however, it has been shown that EMT is not necessary for the generation of metastases^8,9^, a matter that has raised an intense debate and conflicting views on the importance of EMT in cancer^10–13^.

In all, 80–90% of human colorectal cancers (CRCs) are initiated by loss of the tumor-suppressor gene adenomatous polyposis coli (*APC*), which leads to the constitutive activation of WNT signaling pathway. A second common event is activating mutations of KRAS, mutated in 40–50% of human CRCs, which stimulates cell growth by rendering cancer cells independent of epidermal growth factor receptor (EGFR) signaling. Combined mutations in the WNT and EGFR pathways are the most frequent initial events of CRC^14^. There are striking similarities between the guts of mammalians and of *Drosophila*^15^ and we and others have previously shown that it is possible to model CRC in *Drosophila* by inducing clonal activation of the Wnt and Ras signaling pathways in the adult midgut^16,17^. These intestinal epithelial Apc-Ras clones were mutant for the negative regulators of the Wnt pathway, *Apc* and *Apc2*, and overexpressed the oncogenic form of Ras, UAS-Ras^V12^. We showed that this genetic manipulation led to the formation of tumor-like overgrowths with many hallmarks of human CRC such as increased proliferation, a block in cell differentiation and cell polarity, and disrupted organ architecture^16^. Notably, we found that these tumors were confined to the gut, never being detected in other tissues^16^. These findings indicate that, as in the case of human CRC, combined *APC* and *Ras* mutations are not sufficient to drive tumor dissemination in *Drosophila*.

Here we leverage this *Drosophila melanogaster* model for CRC to revisit the requirement of EMT in epithelial tumor cells for metastatic dissemination. We find that expression of Snail (Sna) in adult *Drosophila* intestinal Apc-Ras tumors leads to the formation of macrometastases, which shows remarkable parallels to human metastases. We find that Snail activates a partial EMT in tumor cells and that tumor cells undergo collective cell migration and seed polyclonal metastases. While flies and fish have emerged as powerful tools to investigate malignancy and perform large-scale genetic and drug screens, to date studies have been limited by a lack of metastatic models where cells can be followed from primary tumor development to growth of macrometastases in adult organisms. We now overcome this issue as we have developed highly sensitive assays that enable the detection of circulating tumor cells, which, combined with in vivo imaging, makes all steps of the process accessible to analysis.

## Results

### Sna activation triggers formation of macrometastases

To investigate whether EMT might facilitate the formation of metastases in the Apc-Ras model, we expressed Sna, a master EMT transcription factor^18^. Similarly to Apc-Ras, we found that midgut Apc-Ras-Sna clones increased in size over time, generating tumor-like overgrowths between 2 and 4 weeks after clone induction (Supplementary Fig. 1). Remarkably, and in contrast to Apc-Ras clones, we found Apc-Ras-Sna metastatic tumors (TMets) in multiple distant locations outside the gut, including the abdomen, thorax, and head (Fig. 1a, b, arrows), as well as the ovaries and legs, within 2–3 weeks of induction (Fig. 1c, arrows). Disseminated tumor cells were also observed to colonize the brain, indicating that they were able to cross the blood–brain barrier (Fig. 1c). Macroscopic TMets, visible externally in whole flies were rare (1.2% of the flies analyzed, Fig. 1d). We conclude that induction of an EMT program in primary tumor cells induces rapid metastatic dissemination in *Drosophila* intestinal tumors driven by *APC* and *Ras* mutations (Fig. 1e).

**Fig. 1:**
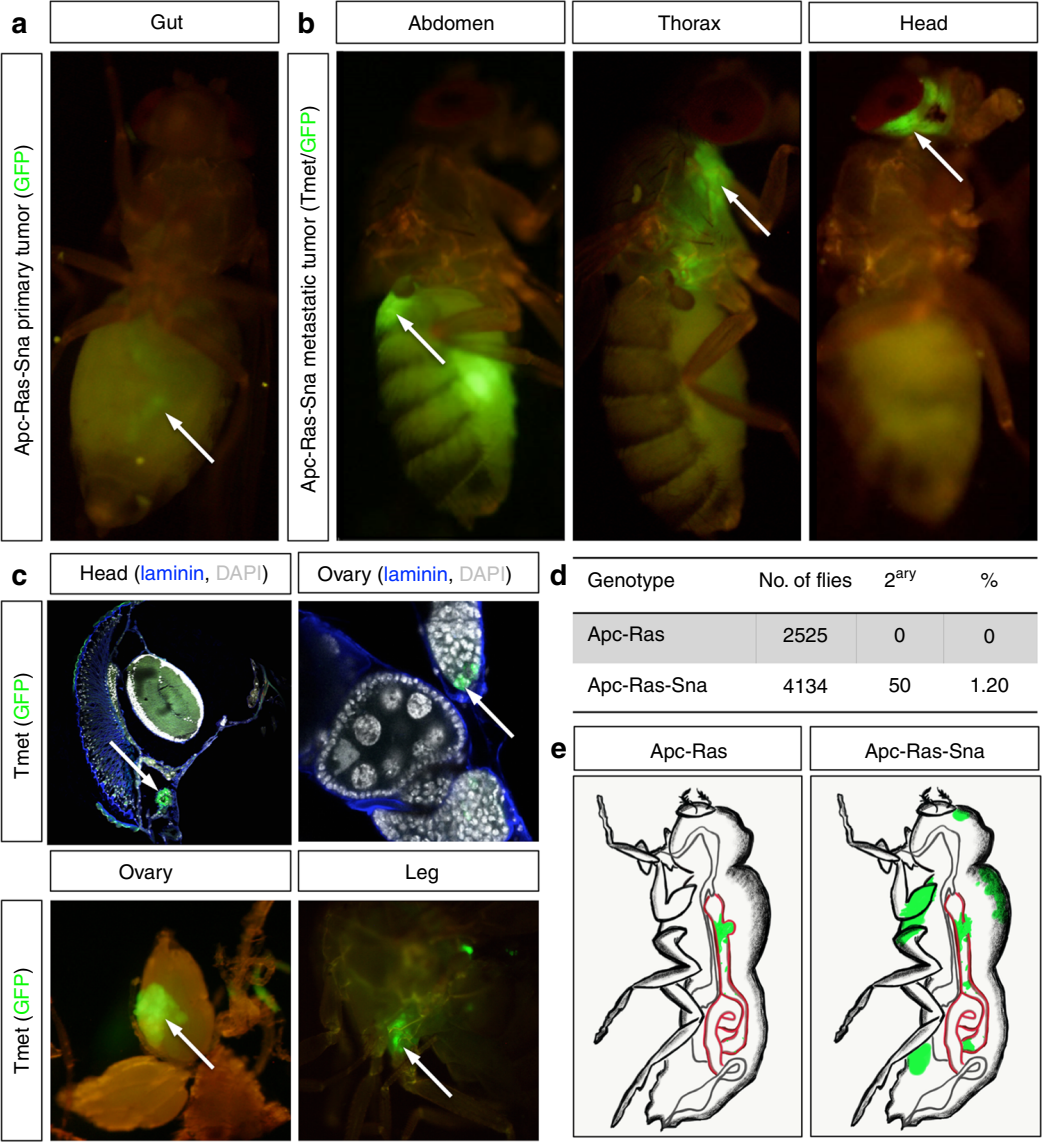
Snail expression in Apc-Ras intestinal tumors induces formation of metastases. **a** Apc-Ras-Sna primary tumors, labeled with green fluorescent protein (GFP), are localized in the midgut (arrow). **b**, **c** Apc-Ras-Sna metastatic tumors (TMets) are found in multiple distant locations outside the gut, including the abdomen, thorax, and head (**b**, arrows), and invade other tissues such as the brain, ovaries, and legs (**c**, arrows). **d** Numbers of Apc-Ras and Apc-Ras-Sna flies in which TMets are found. **e** Cartoon depicting Apc-Ras tumors (green) confined to the midgut (red), while Apc-Ras-Sna tumors are able to seed TMets in multiple distant sites

To test the growth potential of tumor cells present in metastases, we carried out tumor allografts into adult host flies, an assay routinely used to assess the tumorigenic potential of mutant tissues^19^. We dissected metastases present in the abdomen of flies bearing Apc-Ras-Sna clones (Supplementary Fig. 2, arrow) and subsequently transplanted them into adult hosts, where they grew aggressively, and invasively, killing all hosts within 14 days (Fig. 2a, Transplant 1 (T1)). We carried out 10 consecutive rounds of transplantation (T1–T10), during which time the tumors continued to proliferate, implying that metastases have unlimited growth potential. Transplanted tumor cells were invasive, as shown by colonization of the eye (Fig. 2b) or the ovaries (Fig. 2c).

**Fig. 2:**
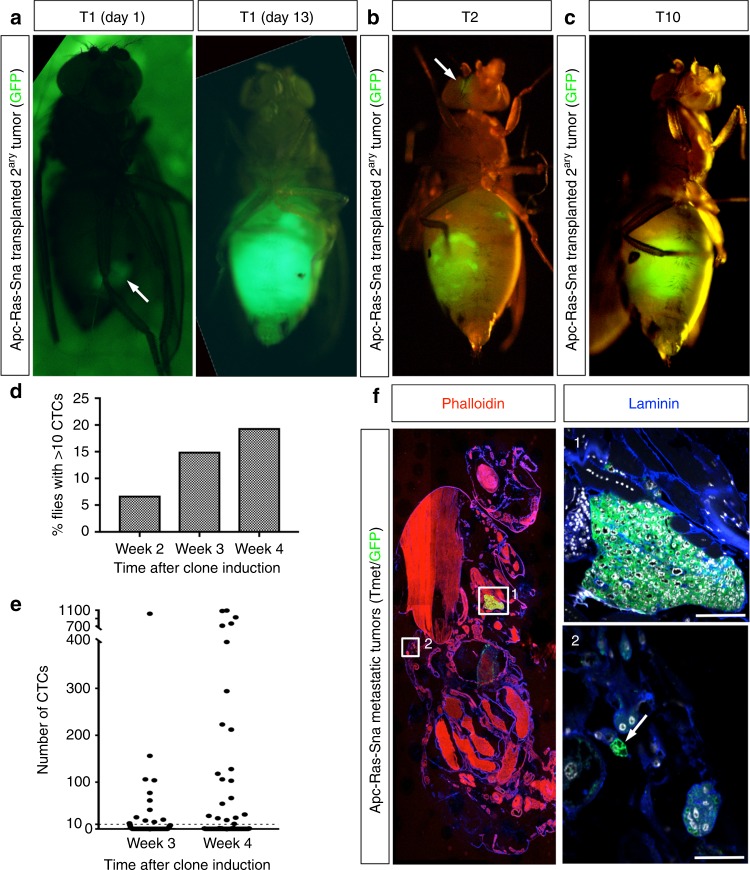
Analysis of metastases formation through transplant and circulating tumor cell (CTC) assays. **a** A piece of a green fluorescent protein (GFP)-labeled metastatic tumor (TMet; arrow) implanted into the abdomen of an adult host grows to fill up the entire abdomen of the host fly in just 13 days, rapidly killing the host. **b**, **c** TMets continue to grow during serial implants. In early implants small tumor colonies were seen distant to the abdomen (**b**, arrow), but by T10 TMets became more compact in size and localized in the abdomen (**c**). **d**, **e** Levels of luciferase activity were measured from the hemolymph extracted from individual flies. **d** The percentage of flies found with over 10 CTCs in their hemolymph, *n* = 59 (week 2), *n* = 80 (week 3), *n* = 108 (week 4). **e** The number of CTCs found in the hemolymph of individual flies, measured at 3 and 4 weeks after clone induction. The threshold of cells considered significant (10) is displayed by a dashed line. **f** Sagittal section from an Apc-Ras-Sna fly with a macrometastases in the thorax (1) and small doublets of GFP^+^ cells near the cuticle of the abdomen (2, arrow). Scale bars: (1) 50 µm and (2) 25 µm

### EMT facilitates dissemination into the hemolymph

To further characterize the process of primary tumor cell dissemination, we developed a highly sensitive luciferase-based assay to investigate the presence of circulating tumor cells (CTCs). We introduced a UAS-luciferase transgene into the Apc-Ras-Sna genetic background^20^ and, as proof-of-principle, analyzed the luciferase activity in lysates from whole flies bearing Apc-Ras-Sna clones. We observed an increase in luciferase activity between 1 and 4 weeks after clone induction (Supplementary Fig. 3a), in accordance with the increase in the number of tumor cells observed in the midgut (Supplementary Fig. 1). To understand how luciferase activity related to cell number, we sorted the GFP^+^ cells from gut-induced Apc-Ras-Sna clones by fluorescence-activated cell sorting. A linear correlation (*r* = 0.9994, *p* = 0.0006) was observed between the number of cells isolated and the amount of luciferase activity detected, allowing us to detect down to 10 cells (Supplementary Fig. 3b).

We next leveraged this methodology to test for the presence of CTCs in hemolymph extracted from individual flies. First, we measured the luciferase activity in the hemolymph extracted from flies bearing midgut-induced clones of green fluorescent protein (GFP) alone or overexpressing Sna and did not detect any CTCs (Supplementary Fig. 3c). Next, we measured CTCs in Apc-Ras-Sna flies 2, 3, and 4 weeks after clone induction. We observed 6.8% of the flies (*n* = 59) with levels of luciferase indicating >10 CTCs 2 weeks after Apc-Ras-Sna clone induction, a percentage that increased to 15% at 3 weeks (*n* = 80) and 19.4% at 4 weeks (*n* = 108) (Fig. 2d). This shows remarkable parallels with some human cancers; for example, in several human breast cancer series, up to 19% of patients with ductal carcinoma in situ had detectable CTCs. Yet, the risk of developing overt metastases was <1% among these patients^21–25^. We also observed a wide distribution in the number of CTCs per fly, ranging from ten to over a thousand cells per fly (Fig. 2e). Consistently, in sections of whole flies we observed the presence of small TMets that were not visible from outside, ranging from duplets to tens of cells (Fig. 2f). Of note, we also examined the hemolymph of flies bearing clones of just Apc-Ras, and a small number of flies had some cells in the hemolymph, but the percentage of flies bearing CTCs and the amount found was extremely low in comparison to those found in Apc-Ras-Sna flies (Supplementary Fig. 3c). Taken together, these data suggest that Sna overexpression in Apc-Ras clones greatly increases the ability of tumor cells to push out of the gut, invade through the surrounding muscle and basal lamina, and out into the hemolymph.

### Sna induces collective cell migration

EMT has generally been linked to the dispersion of individual primary tumor cells, yet cancer invasion is often visualized as collective migration of large groups of cells^2,26–29^. We thus investigated how Sna-induced EMT may contribute to the mode of migration and phenotypes adopted by Apc-Ras-Sna cells. We first analyzed the integrity of the basal lamina by immunohistochemical analysis of midguts bearing Apc-Ras and Apc-Ras-Sna clones. As we reported before, Apc-Ras tumors displayed loss of apico-basal polarity, became highly disorganized, and de-localized E-Cadherin^16^, but they never appeared to break the basal lamina, as seen by continuous Laminin staining (Fig. 3a). In contrast, high levels of Sna expressed in Apc-Ras cells were associated with large disruption and apparent reorganization of the basal lamina (Fig. 3a, arrow). These images were particularly arresting, as despite the conceptual importance of basal lamina breakdown for tumor evasion, this phenomenon is rarely visualized in vivo. Concomitantly, we observed groups of GFP^+^ cells that migrated out of the gut and that were positioned near the areas where the basal lamina has been disrupted, suggesting that its breakdown facilitates collective migration of tumor cells (Fig. 3a, arrow). Furthermore, we occasionally observed primary tumor cells extending out from the gut to envelope surrounding tracheal tubes (Fig. 3b), suggesting that trachea might serve as substrate for their migration, as has been shown in mammalian models of metastasis^30^.

**Fig. 3:**
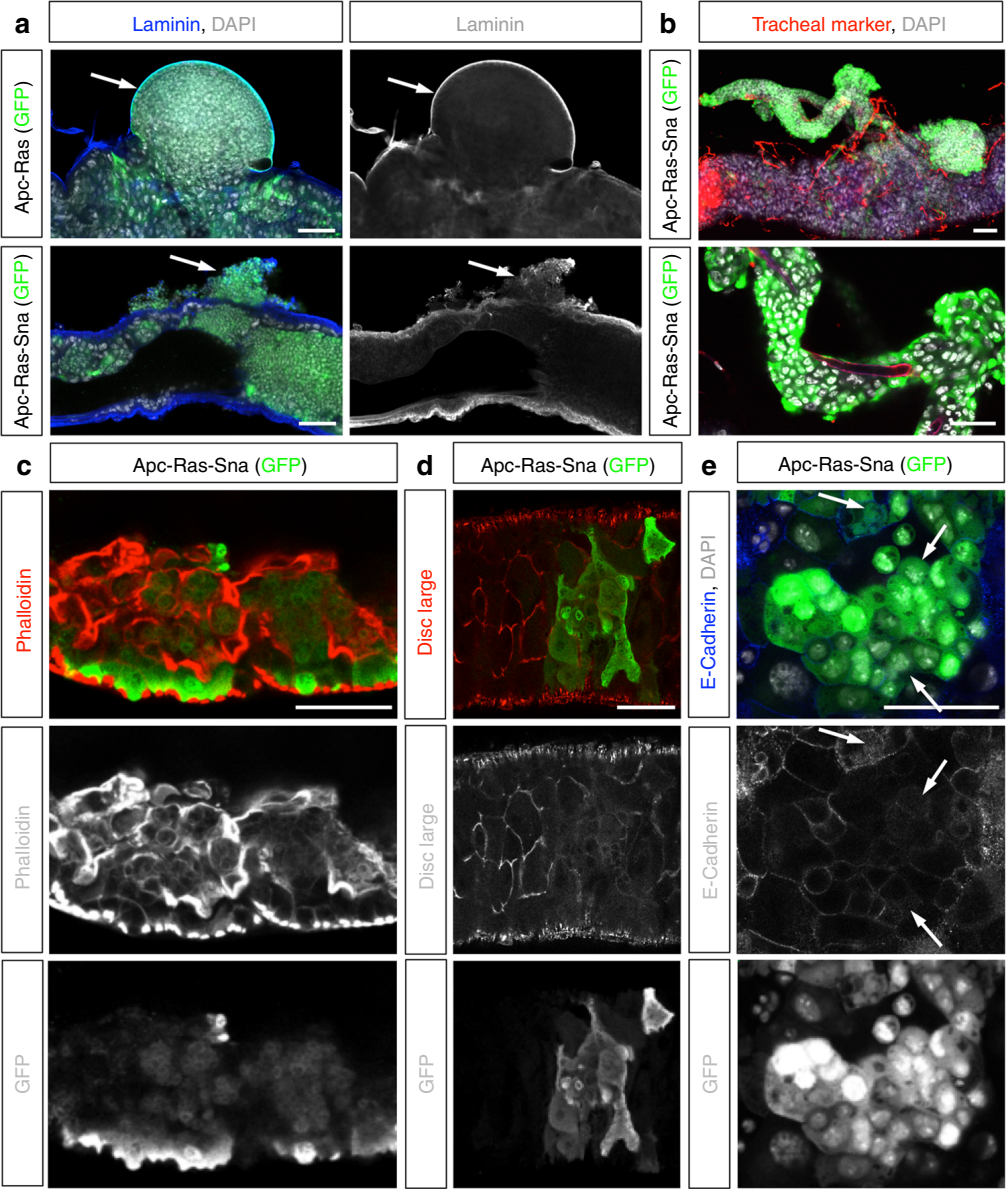
Snail induces a partial epithelial-to-mesenchymal transition and collective migration. **a** Apc-Ras (top) and Apc-Ras-Sna (bottom) primary tumors (GFP, Green) and basal lamina (Laminin, blue). APC-Ras primary tumors never break through the basal lamina of the midgut (top, arrow). In midguts bearing Apc-Ras-Sna tumors, the basal lamina is highly disrupted and shows large breaks, with GFP^+^ cells found outside the midgut near where the basal lamina has been disrupted (bottom, arrow). **b** A primary tumor (GFP, green) extending out from the midgut and enveloping surrounding tracheal tubes (tracheal marker—chitin-binding protein, red). Nuclei are stained with DAPI (white). **c**–**e** Apc-Ras-Sna primary tumors stained for GFP (green) and F-Actin (**c**, phalloidin, red); discs large (**d**, red) and E-Cadherin (**e**, blue). Arrows in **e** point to intracellular punctae of E-Cadherin. Scale bars = 50 µm

Whereas a complete transition from epithelial-to-mesenchymal state is theoretically possible, it has been proposed that tumor cells can undergo a “partial EMT” by which they attain a hybrid epithelial/mesenchymal phenotype. These intermediate states are characterized by a combination of epithelial and mesenchymal features, which may enable collective cell migration (reviewed in refs. ^31–33^). Consistent with this notion, we found that Apc-Ras-Sna cells lose epithelial characteristics such as their regular shape and polarity, which can be seen by a dramatic reorganization of F-actin (Fig. 3c) and loss of apico-basal proteins from the cell membrane (Fig. 3d, e), and they gain mesenchymal traits, including numerous protrusive membranes (Fig. 4) and the ability to migrate through the basal lamina (Fig. 3a). Yet, at the same time these cells retained the expression of E-Cadherin, which was no longer restricted to the apical membrane but often relocalized around the cell surface or to intracellular punctae (Fig. 3e, arrows). These data are striking when considering a recent study that exploited a lineage-labeled mouse model of pancreatic ducal adenocarcinoma to study for the presence of different EMT imtermediates in vivo. This study revealed that most tumor cells undergo a partial EMT, which they showed is characterized by the internalization and intracellular accumulation of E-Cadherin and other epithelial proteins, rather than transcriptional repression, as well as migration in clusters^34^. Taken together with our observation of groups of tumor cells found outside the gut and associated along the trachea, our results suggest that Sna overexpression in CRC tumors induces a partial EMT and collective migration of the cells. This type of partial EMT may not be detected by the markers that were recently used to lineage trace EMT processes in mouse models for breast cancer^8^, as markers such as fibroblast-specific protein 1 and Vimentin are likely not activated by a cell that only proceeds part-way toward a fully mesenchymal state^11,13^.

**Fig. 4:**
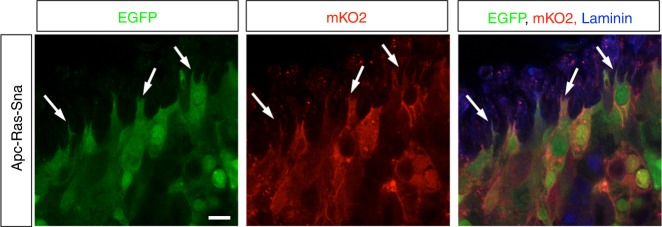
Groups of cells in the midgut expressing Apc-Ras-Sna are highly protrusive at their edges. Apc-Ras-Sna tumors labeled with the dBrainbow reporter. Fixed midguts were stained for green fluorescent protein (visualizes enhanced GFP, green), red fluorescent protein (visualizes mKO2, red), and Laminin (blue). Scale bar = 10 µm

### Polyclonal composition of metastases

A prediction from the collective migratory mode observed in Apc-Ras-Sna tumors is that circulating cell clusters seed metastases, and therefore metastases must be polyclonal in origin, as seen recently in mouse models for breast and pancreatic cancer metastases^35–37^. To test this hypothesis, we performed lineage-tracing experiments using the dBrainbow reporter construct^38^. This approach enables the tracing of multi-cell lineages within a single tissue, as the Cre-induced recombination used to generate clones also drives the selection of one of the three fluorescent proteins, with the green and red fluorescence detectable in unfixed samples^38^. We added dBrainbow to the genetic Apc-Ras-Sna background and, following just the green and red fluorescence, found that this gave rise to polyclonal tumors within the midgut (Fig. 5a, Supplementary Fig. 4). We next examined the color make-up of metastases and found that they were multicolored and thus must have had a polyclonal origin (Fig. 5b). This is further supported by the observation that small TMets appear extremely heterogeneous in cell composition, with cells varying greatly in size, shape, and organization (Fig. 6a–c). As previously noted, in a few Apc-Ras flies we observe a low number of CTCs that occur in the absence of any visible breaks in the basal lamina. As we have never observed TMets in these flies, taken together, our data suggest that large breaks and collective dissemination of tumor cells is required for TMets to form. Thus, while we cannot rule out a role for individual CTCs, these results strongly support a model whereby Sna induces a partial EMT, collective migration of cell clusters, and the seeding of polyclonal tumors. Future live cell imaging studies will help to fully characterize this process of collective cell migration and discern whether individual cell migration and a complete EMT may also contribute to the formation of metastases.

**Fig. 5:**
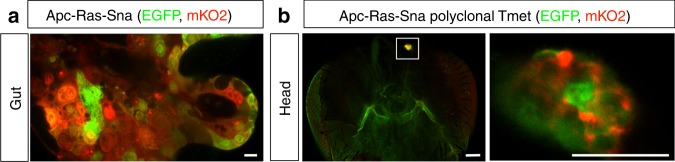
Snail induces polyclonal metastases. Apc-Ras-Sna tumors labeled with the dBrainbow reporter. Enhanced green fluorescent protein (green) and mKO2 (red) were imaged in fixed stained midguts (**a**) or unfixed tissues (**b**). Both midgut tumors (**a**) and metastases (**b**) were polyclonal. Scale bars: (**a**, **b** left) 50 µm; (**b** right) 20 µm

**Fig. 6:**
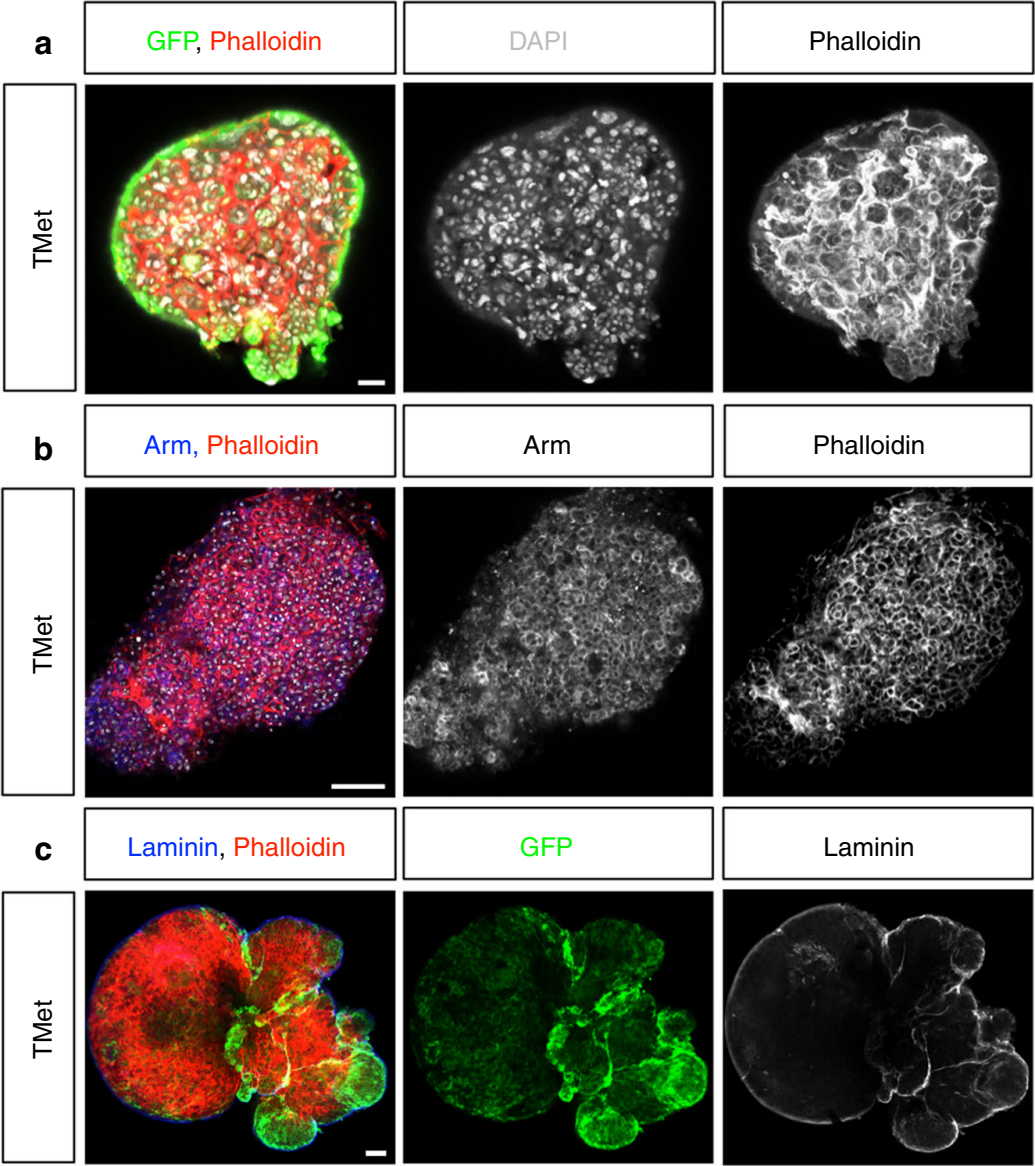
Early metastases do not show epithelial traits. Metastatic tumors stained for green fluorescent protein (GFP) and F-Actin (**a**, phalloidin, red); Armadillo (Arm) and F-Actin (**b**, Arm, blue; phalloidin, red); and GFP, Laminin and F-Actin (**c**, Laminin, blue; phalloidin, red). Scale bars: 50 µm

### Re-epithelization of secondary tumors

Metastases generated by epithelial cancers in humans are often highly epithelial and differentiated. It has been shown that disseminated tumor cells undergo the reverse process of the mesenchymal-to-epithelial transition (MET) and re-epithelialize to form metastases^25,39–42^. We noted that, upon serial transplants, macroscopic TMets became less aggressive and more compact in shape (Fig. 2b, c), in contrast to transplanted larval brain tumors that drive increased host lethality after repeated transplants^43^. Thus we next aimed to further analyze how they evolved over time. TMets do not display any epithelial characteristics (Fig. 6a–c). Apico-basal polarity markers such as F-Actin and Armadillo are found throughout the cell membrane and the cells appear irregular and highly disorganized (Fig. 6a, b). Staining for basal lamina shows that entire TMets are enclosed in a sheath of lamina, and it is absent from within the tumors (Fig. 6c). We examined E-Cadherin after the TMet had been allowed to grow further and found that, in T1 stages, cells continue to display a non-epithelial organization, with E-Cadherin delocalized throughout cell membranes (Fig. 7a). Upon re-examination after 70 days of growth (in T10), we found that some regions of the tumor exhibited a striking epithelial organization, with E-Cadherin tightly localized to the apical domain of the cells, and lumens clearly visible (Fig. 7a, arrow). Electron microscopic analysis showed the presence of a clear columnar epithelial shape in T10s compared to non-polarized organization of cells in TMets (Fig. 7b). Moreover, T10s contained adherens junctions, apical villi-like structures, lumens, and tracheas within the tumor that were surrounded by basal lamina (Fig. 7c). Consistently, transcriptional analysis confirmed upregulation of epithelial genes in T10 compared to T1 and T2 (Table 1). These results show that, over time, metastases abandon mesenchymal traits and progressively self-organize into complex epithelial structures. 

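The transcriptional data come from 9 single-color Affymetrix arrays, 3 for each of the transplant rounds T1, T2 and T10. Metastases from 3 flies with Apc-Ras-Sna clones were passed from host to host, and RNA was taken from each at rounds 1, 2 and 10, and the paper places T10 at 70 days of growth. The sample labels call the 3 samples of a round technical replicates, so the p-values measure the spread between these samples, part of which may be technical. The paper keeps the hosts at 29 °C and the labels give 25 °C. From 25 ng of total RNA, cDNA was made and amplified over 17 cycles with a whole transcriptome amplification kit, and 8 µg of labeled cDNA was hybridized. The authors processed the arrays with affy and affyPLM and deposited log2 values after RMA background correction and summarization for 18952 probe sets, with medians of 6.47 to 6.71 per array. From there, 183 control probe sets were left out, and the other 18769 were compared between rounds with limma's moderated test on all 9 arrays, adjusted by Benjamini-Hochberg. Names were taken for the 13647 probe sets that the platform annotation gives 1 gene symbol, and a gene with several probe sets is represented by the one with the highest mean. The number of arrays limits the precision. The array of T2 replicate 3 stood apart from its round: across probe sets, which are not independent replicates, its correlation was 0.964 to 0.984 with the T10 arrays and 0.932 to 0.95 with the other T2 arrays. On all 9 arrays, 2 probe sets passed an adjusted p under 0.05 between T10 and T1, both lower in T10. In the fit on the T10 and T1 arrays alone, 560 probe sets were higher and 562 lower in T10, and without T2 replicate 3 the fit on the other 8 arrays gave 687 higher and 743 lower. The count also rose in a fit that keeps that array, to 168 higher and 351 lower without T1 replicate 3. With array weights it was 889 higher and 1108 lower. Such weights count arrays that depart from their round for less, so that fit may not keep T2 replicate 3 in full.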

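The 5 genes of Table 1 that had a named probe set were higher in all 3 T10 arrays than in any T1 array. Transcripts of verm, which encodes a chitin deacetylase of the trachea and cuticle, had a log2 value of 12.6 ± 0.692 (SD, n = 3) in T10 and 7.21 ± 0.77 (SD, n = 3) in T1, a log2 change of 5.38 (standard error 1.32) or 41.7-fold. Cad74A, a cadherin, was at 11.22 ± 0.0624 (SD, n = 3) in T10 and 6.88 ± 1.29 (SD, n = 3) in T1. This is 20.2-fold (33.8-fold without T1 replicate 3 and 15.1-fold without T1 replicate 2). The apical membrane protein gene sas was at 11.99 ± 0.165 (SD, n = 3) against 7.68 ± 2.0 (SD, n = 3), or 19.8-fold (43.3-fold without T1 replicate 3 and 11.4-fold without T1 replicate 2). The junctional gene btsz was 4.72-fold higher (4.34-, 1.53- and 1.57-fold at its other probe sets) and the apical polarity gene crb 2.19-fold higher. The gene ft was not analysed here. The adjusted p from limma on all 9 arrays was 0.0958 for verm, 0.122 for Cad74A, 0.161 for sas, 0.0855 for btsz and 0.0996 for crb, so none of the 5 passed the threshold over all probe sets, while all 5 did when adjusted over the list alone, a list that the study chose on these samples. An exact two-sided permutation test of 3 arrays against 3 gave p = 0.1 for each gene, the smallest p that this design allows. An exact permutation test of the 3 T10 arrays against the 6 of T1 and T2 gave p = 0.0238 for crb and btsz, 0.0476 for sas and verm and 0.0595 for Cad74A. That test takes the 9 arrays as independent, though the same metastases were sampled at each round, so its p-values may be too small. In the limma fit on the T10 and T1 arrays alone, verm, btsz and Cad74A rose. Over all alternatives the adjusted p was 0.0054 to 0.64 for verm, 0.012 to 0.64 for btsz, 0.016 to 0.65 for Cad74A, 0.032 to 0.64 for crb and 0.04 to 0.7 for sas. As a group the genes were higher in T10 than the other genes by limma's camera test (adjusted p = 0.000191), but not with an estimated correlation (adjusted p = 0.412). Against T2, in which replicate 3 alone was near the T10 level of sas, Cad74A and verm, the changes were smaller, with a log2 change of 3.38 (standard error 1.32, adjusted p = 0.265 from limma) for verm and 1.14 (standard error 0.429, adjusted p = 0.258) for btsz. Without T2 replicate 3 the log2 changes against T2 were 5.02 for verm, 4.57 for Cad74A, 4.07 for sas, 1.56 for btsz and 0.865 for crb. Without T2 replicate 3, 3 of the 5 genes passed against T2 and 4 against T1, and without T1 replicate 3, 1 passed against T1. The paper places these genes beside its microscopy of T10 tumors (Fig. 7) and concludes that metastases give up mesenchymal traits over time and build epithelial structures.

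**Figure D1:**
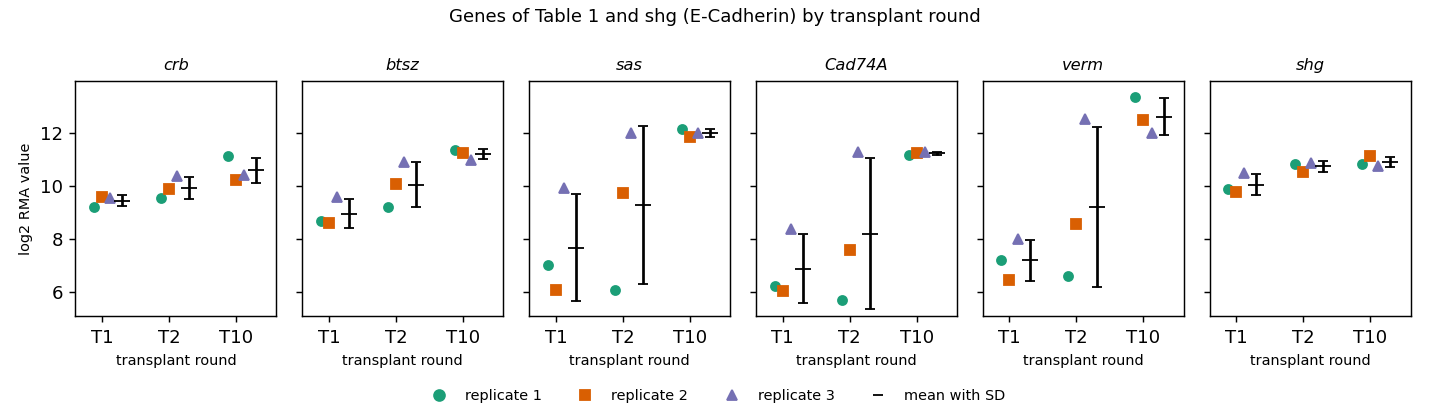
Log2 RMA values of 5 genes of Table 1 and of shg, which encodes E-Cadherin, in each array by transplant round; symbols mark the 3 replicates and the black bars give mean and SD. The 3 T10 values of verm lie above all T1 values, and T2 replicate 3 lies near them.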

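Gene groups of epithelial structure, listed before the data were examined, were higher in T10 than in T1 by limma's camera test. With an estimated correlation none of them passed. No change passed the test for the group of mesenchymal genes. The polarity list holds crb, sas and btsz and the cadherin list holds Cad74A, which the study chose on these samples. The results of both lists therefore partly repeat Table 1. Of 20 septate junction genes with a named probe set, 9 rose and 3 fell in the limma fit on the T10 and T1 arrays alone, and 8 did not pass. Those that rose include Gli, which encodes a protein of tricellular junctions, with a log2 change of 2.51, the claudin genes sinu (1.55) and kune (1.09), and Cont (1.00). Those that fell are mesh, Ssk and Tsp2A, which encode the proteins of the smooth septate junction of the midgut epithelium, with log2 changes of -4.49, -1.66 and -2.81. Among 17 genes of apical polarity and adherens junctions, ed and btsz rose in that fit and none fell. E-Cadherin transcripts (shg) had a log2 value of 10.9 ± 0.195 (SD, n = 3) in T10 and 10.05 ± 0.395 (SD, n = 3) in T1 (log2 change 0.85, standard error 0.211, adjusted p = 0.0988 from limma on all 9 arrays). Of 13 cadherin genes, 5 rose in the fit on the T10 and T1 arrays alone: ds, Cad74A, Cad86C, stan and CadN, the last of which is also in the mesenchymal list. In the fit on all 9 arrays no gene of these groups passed over all probe sets. Adjusted over the list alone, 9 septate junction genes were higher and 2 lower, 5 polarity genes were higher and 8 cadherin genes were higher. The camera test placed all 3 groups above the other genes, with an adjusted p of 0.000297 for septate junctions, 0.00157 for polarity and 2.49e-05 for cadherins, and none passed with an estimated correlation (adjusted p = 0.503, 0.412 and 0.412). A list of trachea and chitin genes rose more, with a median log2 change of 4.35 (camera, adjusted p = 1e-04, and 0.412 with an estimated correlation). Between T10 and T2, cadherins passed by camera (adjusted p = 0.00405, and 0.696 with an estimated correlation). Septate junctions (0.137), polarity (0.0913) and basal lamina (0.805) did not. The 12 basal lamina genes had a median log2 change of 0.98 (camera, adjusted p = 0.0307, and 0.629 with an estimated correlation), and the group no longer passed without T10 replicate 1 (adjusted p = 0.0863), T10 replicate 3 (0.0809) or T1 replicate 2 (0.0592). The laminin genes LanA, LanB1 and LanB2 had log2 changes of -0.34, -0.44 and 0.20 (adjusted p = 0.531, 0.282 and 0.718 from limma on all 9 arrays). That of LanB2 was -0.0333 without T10 replicate 3.
The 8 mesenchymal and EMT genes had a median log2 change of -0.01 (camera, adjusted p = 0.835). Of these, 6 lay below the median probe set, and the other 2, sna and Mmp2, had a median of -0.988 (adjusted p = 0.397), with the direction of the test reversed. The transcripts of sna, which the tumors carry as a transgene, were at 8.84 ± 0.828 (SD, n = 3) in T10 and 10.56 ± 0.62 (SD, n = 3) in T1 (log2 change -1.72, standard error 0.577, adjusted p = 0.152 from limma on all 9 arrays). Those of esg, whose driver expresses the transgenes, had a log2 change of -1.01 (adjusted p = 0.137). CadN, which encodes N-cadherin, rose in the fit on the T10 and T1 arrays alone (log2 change 2.03), with an adjusted p of 0.159 from limma on all 9 arrays.

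**Figure D2:**
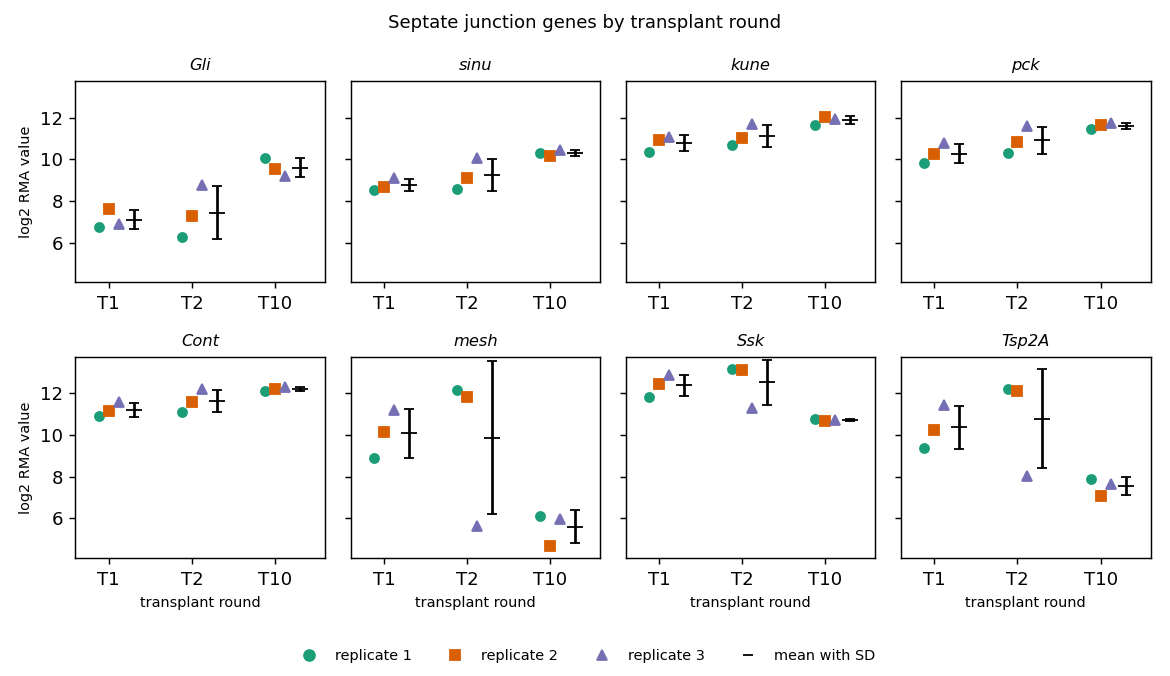
Log2 RMA values of 8 septate junction genes in each array by transplant round; symbols mark the 3 replicates and the black bars give mean and SD. Gli, sinu, kune, pck and Cont are highest in T10, and mesh, Ssk and Tsp2A are lowest there, with T2 replicate 3 near the T10 level for mesh and Tsp2A.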

The association of tracheal cells with epithelial metastases suggests that they may be recruited to supply oxygen and sustain tumor growth.

**Fig. 7:**
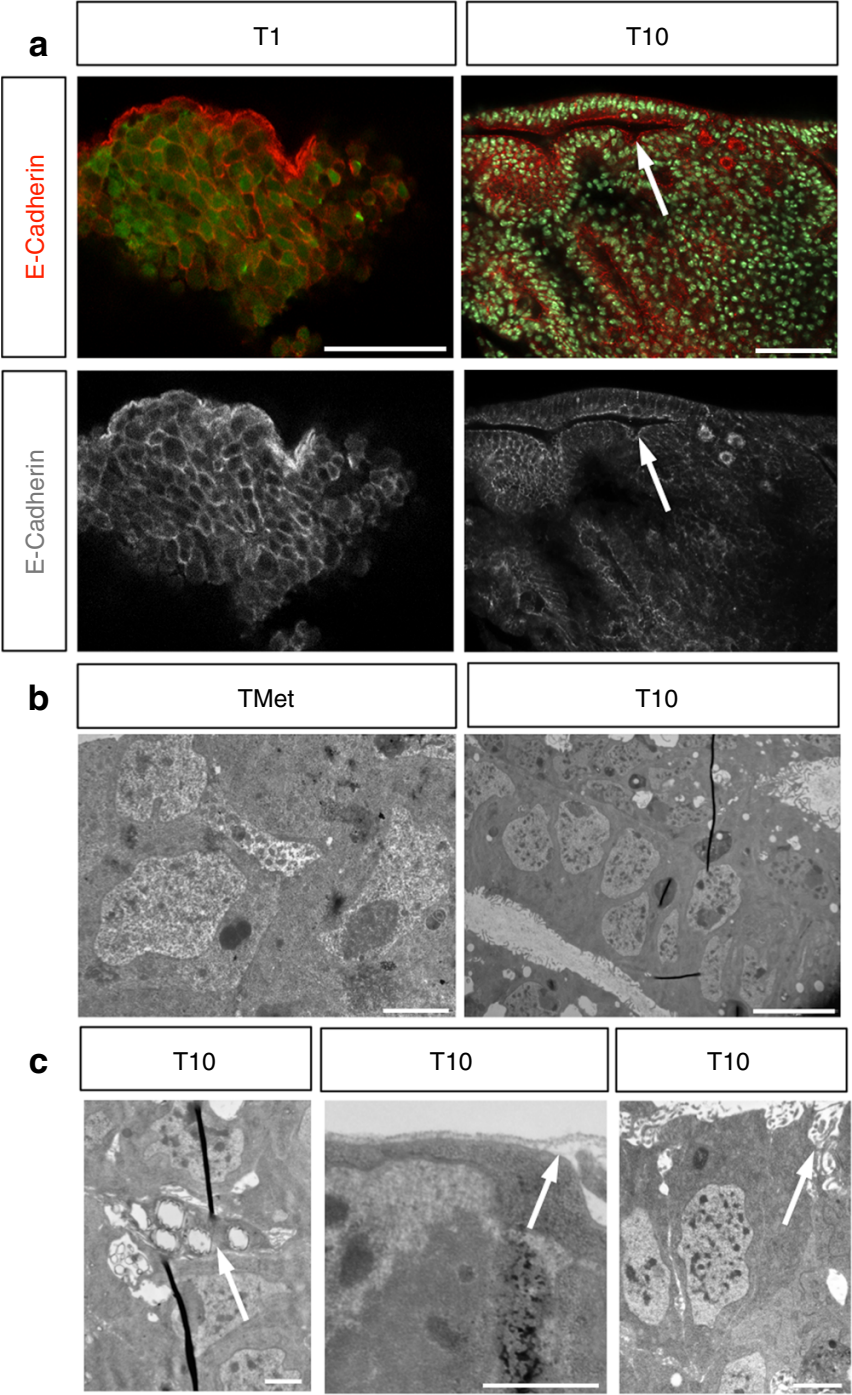
Metastases re-epithelialize over time. **a** E-Cadherin localizes throughout the cell membranes at T1 stage (red, left), whereas in T10 it can be found tightly localized to the apical domain of cells, with lumen clearly visible (right, arrow). **b**, **c** Images taken by electron microscope of a metastatic tumor (TMet) and a stage T10 metastases. **b** Cells in TMets are highly irregular and disorganized (left), whereas in T10 they are organized, with a columnar shape, and form lumen (right). **c** Stage T10 metastases contain trachea within the tumor (left, arrow), are surrounded by a basal lamina (middle, arrow), and make apical villi-like structures (right, arrow). Scale bars: (**a**) 50 µm; (**b**, left) 200 nm; (**b**, right) 5 µm; (**c**) 100 nm

**Table 1:** Epithelial genes become highly expressed after several rounds of transplants

Gene	Biological function	T1–T10
Crumbs	Adherens junctions	2.16
Bitesize	Apical junction	4.33
Fat	Cell adhesion	19.38
Stranded at second	Apical plasma membrane	25.95
Cadherin 74A	Cell adhesion	23.27
Vermiform	Chitin binding, trachea	51.18

These results were very striking as they suggest that MET is not strictly necessary for early stages of metastases but occurs as the tumors grow. This is surprising given previous studies in mouse models for spontaneous squamous cell carcinomas and breast cancer, which suggested that MET needs to occur in order for metastases to form^25,44^. However, our results are supported by a recent study that identified many intermediate EMT states in skin and mammary primary tumors in mice and found by injecting these isolated cells back subcutaneously into host mice that the cell subpopulations that were best at undergoing MET during tumor metastasis did not correlate with the most metastatic populations^45^. 

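The only probe set past an adjusted p under 0.05 in limma on all 9 arrays between T2 and T1 was that of Lim3, a LIM-homeodomain transcription factor gene, which fell from 7.95 ± 0.244 (SD, n = 3) in T1 to 3.48 ± 0.189 (SD, n = 3) in T2 (adjusted p = 7.35e-05) and was at 3.46 ± 0.146 (SD, n = 3) in T10. The count was 34 without T1 replicate 3 and 20 without replicate 3 of every round, and 0 without replicate 1 or 2 of every round, where Lim3 did not pass either. At an unadjusted p under 0.05 there were 1156 probe sets, and groups did not overlap at 9.43% of probe sets, where chance gives 10%. Of the Table 1 genes with a named probe set, none passed between T2 and T1 (adjusted p of 0.76 to 0.81), and the log2 change of verm was 2.00 with an SD of 3.01 among the T2 arrays. Without T2 replicate 3 that log2 change was 0.362. By camera, 9 of 36 gene lists were higher in T2 and 1 lower, as many as between T10 and T1. They include septate junction (adjusted p = 0.000863), Table 1 (0.00755), trachea and chitin (0.00676), basal lamina (0.00533) and Notch genes (0.00638), and enteroendocrine genes as the lower list (0.00533). Markers of hemocytes and of fat body were also higher (0.0395 each). None passed with an estimated correlation (adjusted p = 0.587 for each). Without T2 replicate 3, septate junction (0.00462), enteroendocrine (0.00465), hemocyte (0.0102) and fat body genes (0.00462) still passed. Midgut identity factors, at 0.224 on all 9 arrays, then passed as higher in T2 (0.0402). Table 1 (0.327), trachea and chitin (0.538), basal lamina (0.131), Notch (0.131), polarity (0.183) and cadherin genes (0.595) did not. The Notch ligand gene Delta had a log2 change of 2.38 from T1 to T2 at 1 of its probe sets (standard error 0.66, adjusted p = 0.76). Against T1, T10 did not overlap at 28.1% of probe sets, and against T2 at 21.3%. No probe set passed between T10 and T2 in limma on all 9 arrays, with 3200 at an unadjusted p under 0.05, while without T2 replicate 3 there were 591 higher and 810 lower in T10. The first principal component of the 9 arrays held 54.4% of the variance. On it the T1 arrays lay at -52.1 to -30.5, T2 replicates 1 and 2 at -57.4 and -41.5, T2 replicate 3 at 45.2 and the T10 arrays at 51.4 to 70.9.

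**Figure D3:**
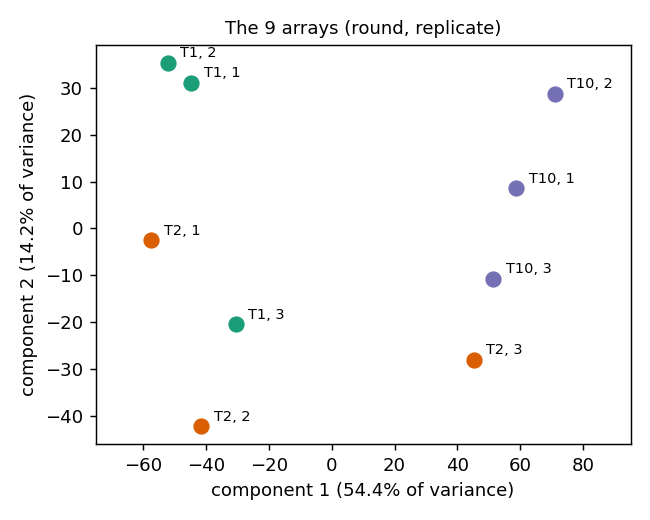
The 9 arrays on the first 2 principal components of all non-control probe sets, colored by transplant round; each point is 1 array, with its round and replicate. Component 1 separates the 3 T10 arrays and T2 replicate 3 from the other 5 arrays.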

Taken together with our in vivo results, this suggests that other mechanisms than just MET are critical factors for metastatic seeding to occur.

## Discussion

While it has been shown for many years now that model organisms such as flies and fish can develop cancer^46–48^, models in which macrometastases develop from primary tumors induced in adult organisms have remained elusive. However, transplant experiments have shown that injected tumor cells do have the capacity to disseminate through adult flies^49,50^. More recently, it was demonstrated that specific genetic mutations in the hindgut leads to the appearance of small foci of tumor cells outside the gut, thus demonstrating that fly tumors can execute early steps of metastasis^51^. Here, by driving constitutive expression of Sna in CRC tumors, we induced cells to break through the muscle and basement membrane surrounding the gut, migrate away, and seed metastases that grew and re-epithelialized over time.

Sna is a master regulator of EMT, which has generally been linked to the dispersion of individual primary tumor cells. However, a number of results suggest that Sna drives the formation of metastases through activation of a partial EMT and collective cell migration. First, large breaks in the basal lamina near Apc-Ras-Sna clones are associated with groups of tumor cells, which are found in large clusters outside the gut. Such groups of tumor cells can also often be observed extending out from the midgut and enveloping gut-associated tracheal tubes. Second, groups of tumor cells in the gut are highly protrusive at the edges. Third, lineage-tracing experiments revealed that TMets to be polyclonal, strong evidence that they are seeded by heterogeneous clusters of cells. Finally, the time between the induction of the clones and observation of macrometastases at just 2–3 weeks is extremely short. While all these data strongly suggest that Sna is driving a partial EMT and collective cell migration, it is possible that cells that have undergone a complete EMT and individual cell migration may also contribute to metastases. Future studies using innovative new techniques that enable live imaging of the midguts of adult flies^52^ and imaging inside intact adult *Drosophila*^53^ will be key to unraveling the relative contributions of each of these cell behaviors.

Even though we cannot recapitulate the entire metastatic cascade^54^, as *Drosophila* have an open circulatory system, it is remarkable the number of cellular and organismic aspects of tumorigenesis shared between flies and mammals, despite their divergence over 550 million years ago. Given the power of *Drosophila* genetics and its amenability to state-of-the-art live imaging, this model has enormous potential for dissecting the basic mechanisms underlying tumor dissemination, colonization, and metastatic growth. A unique strength of this model is the ability to visualize the entire process. Combined with assays that act as readouts for each step, rapid screens can be performed, targeted at finding ways to block distinct stages of metastasis through both genetic and pharmaceutical means.

## Methods

### Clone generation

MARCM clones were generated by a 1-h heat shock at 37 °C of 2–5-day-old females and were marked by the progenitor cell marker escargot (esg) Gal4 line driving the expression of UAS GFP.

### Genotypes

*yw hsp70-flp; esg Gal4 UAS-GFP UAS-Ras*^*V12*^*/CyO; UAS-Luciferase FRT82B Gal80/TM6b* flies were crossed with *yw hsp70-flp;Sp/CyO; FRT82B Apc2*^*N175K*^*Apc*^*Q8*^*/TM6b* flies to generate Apc-Ras clones and to *yw hsp70-flp;UAS-Sna/CyO; FRT82B Apc2*^*N175K*^*Apc*^*Q8*^*/TM6b* flies to generate Apc-Ras-Sna clones. *yw hsp70-flp; esg Gal4 UAS-GFP/CyO; UAS-Luciferase FRT82B Gal80/TM6b* flies were crossed with *yw hsp70-flp;UAS-Sna/CyO; FRT82B/TM6b* flies to generate Sna clones and to *yw hsp70-flp;Sp/CyO; FRT82B/TM6b* flies to generate GFP clones. Apc2^N175K^ is a loss-of-function allele, Apc^Q8^ is a null allele, UAS-Ras^V12^ is a gain-of-function transgene, and UAS-Sna is a wild-type transgene. Stocks were obtained from Bloomington Stock Center and VDRC. UAS-dBrainbow was a gift from Stefan Luschnig^55^.

### Staining and antibodies

Adult female flies were dissected in phosphate-buffered saline (PBS). All the digestive tract was removed and fixed in PBS and 4% electron microscopic-grade paraformaldehyde (Polysciences, USA) for 35 min. Samples were rinsed 3 times with PBS, 4% bovine serum albumin (BSA), and 0.1% Triton X-100 (PBT-BSA) and incubated with the primary antibody overnight at 4 °C and with the secondary antibody for 2 h at room temperature. Finally, the samples were rinsed 3 times with PBT-BSA and mounted in DAPI-containing media (Vectashield, USA). All the steps were performed without mechanical agitation. Primary antibodies were mouse anti-Armadillo (1:100, Hybridoma Bank, N2 7A1); mouse anti-Discs large (1:500; Hybridoma Bank, 4F3); rat anti-E-Cadherin (1:100, Hybridoma Bank, DCAD2); goat anti-GFP (1:500; Abcam, ab6673); rabbit anti-Laminin (1:500, Abcam, ab47651); mouse anti-RFP (1:300; Life Technologies, MA5–15257). Secondary antibodies were from Invitrogen (USA). TRICT-conjugated Trachael chitin was visualized with CBP (chitin-binding protein) at 1:300 (a gift from Jordi Casanova). Phalloidin (Sigma, USA, P1951) was used at 5 µg/ml. Confocal image were acquired with a Leica SP5 or Zeiss LSM 880. Images were analyzed with the Fiji software [National Institutes of Health (NIH) Bethesda, MD] and assembled into figures using Fiji, the Adobe Photoshop software, and Microsoft Powerpoint.

### Luciferase assays

Luciferase assays were performed using the Dual-Luciferase(R) Reporter Assay System. Samples were loaded into 96-well plates and read on a Varioskan plate reader. For whole-fly lysates, flies were squashed using a pipette tip into the Luciferase buffer. For hemolymph analysis, hemolymph was extracted from whole flies according to the instructional video published by Laura Musselman (https://www.youtube.com/watch?v=im78OIBKlPA).

### Transplants

Three-week-old adult flies bearing Apc-Ras-Sna clones showing macroscopic TMets visible under the scope were washed in distilled water and dissected in 0.7% NaCl on a siliconized microscope slide and cut into five small pieces. Young female adult hosts (genotype was yw) were anesthetized with CO_2_ and stuck on a microscope slide, ventral side up, with double-sided sticky tape. Each piece of a TMet was picked up with the tip of a glass needle and injected tangentially in the mid-ventral part of the abdomen of one adult host. Implanted hosts were kept at 29 °C. For the next round of transplantations, a transplanted fly was dissected, the GFP^+^ tumor mass was cut into several small pieces and injected again in five adult host flies. This process was repeated for 10 rounds.

### Gene expression analysis

TMets (GFP^+^) were dissected from Apc-Ras-Sns flies between 3 and 4 weeks after induction and incubated for 15 min at 65 °C in Lysis buffer (20 mM DTT, 10 mM Tris.HCl ph 7.4, 0.5% sodium dodecyl sulfate, 0.5 µg/µl proteinase K). RNA was isolated with a RNA clean XP Kit (Agencourt Bioscience). cDNA synthesis and amplification was performed by a TransPlex® Complete Whole Transcriptome Amplification Kit (WTA2–50RXN, Sigma-Aldrich).

### Microarray processing

Microarray samples from each experiment were processed separately using packages affy^56^ and affyPLM^57^ from R^58^ and Bioconductor^59^. Raw cel files were normalized using RMA background correction and summarization^60^. Technical metrics described by ref. ^61^ were computed and recorded as additional features for each sample. Standard quality controls were performed in order to identify abnormal samples and relevant sources of technical variability^62^ regarding: (a) spatial artifacts in the hybridization process (scan images and pseudo-images from probe-level models); (b) intensity dependences of differences between chips (MvA plots); (c) RNA quality (RNA digest plot); (d) global intensity levels (boxplot of perfect match log-intensity distributions before and after normalization and RLE plots); and (e) anomalous intensity profile compared to the rest of samples (NUSE plots, Principal Component Analyses). No samples were excluded according to the results of these quality-control checks. Chip probeset were annotated using the information provided by Affymetrix.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The microarray data have been deposited in the Gene Expression Omnibus (GEO) database under the accession code GSE125312. All the other data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding authors upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

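Gene expression was measured on 9 Affymetrix arrays of metastatic tumors carried in host flies, 3 each from transplant rounds T1, T2 and T10, with the round and replicate taken from the sample labels. The authors amplified cDNA, processed the arrays with the R packages affy and affyPLM, and deposited log2 expression values after RMA background correction and summarization; the versions are not given in the sources used here. The deposited log2 values are rounded to 2 decimals, and 0 columns were without a sample.

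The deposited log2 values were used without further scaling. Of 18952 probe sets, 183 controls were left out and 18769 were tested with no filter on dim probe sets. The platform annotation gave 13647 probe sets 1 gene symbol, 402 several and 4720 of those tested none; the last are unnamed here, not without a gene, and no gene was named from a probe set with several. Symbols were updated through the Entrez identifiers of 13544 probe sets to the RefSeq annotation of Release 6 plus ISO1 MT, which served for names only. Some genes that the paper names are therefore not analysed here (ft, arm, Ras85D, Apc and Apc2).

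Differences between rounds were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, no trend) on all 9 arrays with no covariate, at a Benjamini-Hochberg adjusted p under 0.05, for T10 against T1, T10 against T2, T2 against T1, and T10 against the mean of T1 and T2. Single genes named by the paper were also compared by exact permutation tests. The 36 gene lists, fixed before the data were examined, were tested with camera at a preset correlation of 0.01 and 1 probe set per gene, and 481 of their 649 different members had a named probe set. The list entries Dl, dp and nos were matched to Delta, dpy and nanos only after the results of the lists had been seen.

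Genes were named by a rule fixed before the data were examined: the genes the paper names, the 10 largest rises and 10 largest falls between T10 and T1 and the 5 each way between T10 and T2 and between T2 and T1 among probe sets with 1 symbol, an adjusted p under 0.05 and no overlap between the arrays, and in each list up to 4 members past the threshold or else the 2 with the smallest p. Where fewer probe sets passed, the places were filled by direction from those with an unadjusted p under 0.01, which was settled after the counts had been seen. Members of the septate junction, cadherin, polarity, chitin and signaling lists named beyond this rule were chosen after their values were seen, and so was Sox21a. The values of Table 1 had been read in the paper.

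The tests were checked on simulated values with 200 changed probe sets among 18769. For T10 against T1 with the spread of all 9 arrays, limma recovered 60% of changes of 1 log2, 92% of changes of 2 and 100% of changes of 4, with 7 false calls. The changes were put into probe sets drawn at random, with independent noise and no outlying array. In the real data T2 replicate 3 widens the spread of changed genes: verm, at a log2 change of 5.38 (standard error 1.32), did not pass. These rates thus do not carry over, and few calls do not show that little changed. Alternatives were the groups in the fit, the replicate number as a block or random effect, moderation, array weights, filter, floor, scaling, probe sets per gene, thresholds, and leaving out each array and each replicate number. The number of arrays limits the precision, and no scanner intensities were used here.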

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

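All tests of explanations in this part were chosen only after the results were seen, and several bounds were rewritten after the value they judge was known, as the last paragraph sets out.

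T2 replicate 3 lies with the T10 arrays. An exchange with T10 replicate 3 would place that array with the early arrays if the true T2 sample were like them. Its own median position was 0.767 between the early arrays (0) and the other T10 arrays (1), close to its bound of 0.75. That of T2 replicate 3 was 0.845. The value of 0.767 argues against an exchange only on that condition. Had the T2 sample already changed, both arrays would lie near T10 either way. At 1207 probe sets chosen without it, T2 replicate 3 was closer to the early arrays at 18.6%, and T10 arrays left out in the same way at 8.96% to 20.6%, which is consistent with a T10 sample in place of the T2 sample. T10 RNA mixed into the T2 sample stays open too, since the lower probe sets imply a T10 share of 94% and the higher ones 75.5%, 18.5 points apart within a wide spread. So does an earlier change in line 3, a biological candidate explanation. It takes the arrays numbered 3 for 1 line, which the labels do not state. T1 replicate 3 lay at a median position of 0.153, against 0.0199 and -0.0243 for the other T1 arrays, a small shift in 1 array. Across probe sets, T2 replicate 3 correlated at 0.984 with T10 replicate 3, against 0.964 and 0.965 with T10 replicates 1 and 2. The T10 arrays correlated with each other at 0.967 to 0.977. T1 replicate 3 was the T1 array closest to T2 replicate 3 (0.957), but also to T10 replicates 1, 2 and 3 (0.944, 0.935 and 0.961). T10 material of replicate 3 in the T2 sample could also give the 0.984, so these values do not decide.

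In the fit on the T10 and T1 arrays alone, 7 trachea and chitin genes rose and the smooth septate junction genes mesh, Ssk and Tsp2A fell, while the lists of Cpr cuticle proteins, enterocytes and midgut identity factors did not pass (camera, adjusted p = 0.218, 0.947 and 0.495). Control transcripts argue against a difference in RNA quality: their 3' minus 5' values differed between T10 and T1 by at most 0.16 log2. Markers of host muscle and fat body had median log2 changes of 0.0483 and -0.13, which gives no sign of these tissues. The largest median, 0.207, was that of hemocyte markers, of which 11 of 13 were higher in T10 (camera, adjusted p = 0.0523). Blood cells therefore stay open. All 3 lists were dim, with mean log2 values in T10 of 6.17 for muscle, 6.14 for fat body and 5.56 for hemocytes, which limits this test. Host trachea or epidermis in the T10 pieces cannot be told apart from a change in the tumor cells. Thinning alone would lower all tumor transcripts alike. Of 562 lower probe sets, 32 (5.69%, 95% interval 3.93 to 7.94) fell below the transgene sna by over 1 log2 in each T10 array, against a bound of 5%. As read from sna, thinning alone is too small for these 32. But sna depends on the esg driver, and esg had a log2 change of -1.01, so sna is no fixed measure of tumor content. The share therefore cannot decide. For added trachea speaks the paper's microscopy, which shows tracheas within T10 tumors. The tracheal receptor gene btl goes against it, with a log2 change of -1.51 and no overlap between T10 and T1 (adjusted p = 0.237 from limma). But btl is 1 of 2 lower genes of the trachea and chitin list, and the other 10 were higher with no overlap. This 1 gene therefore does not decide. Another tissue in place of the T10 tumors also stays open, though the paper's methods transplant the GFP-positive tumor mass at each round. In T10, sna was at percentile 70.9 and esg at 82.7 of the probe sets. Signals of different probe sets are not directly comparable, so these percentiles cannot decide.

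Lim3 and HDAC11, which the paper does not discuss, passed the test. Lim3 fell by 4.46 log2 from T1 to T2 (adjusted p = 7.35e-05 from limma), in all 3 T2 arrays; without replicate 1 or 2 of every round it did not pass (0.142 to 0.151). HDAC11, a histone deacetylase gene, fell by 2.20 log2 from T1 to T10 (adjusted p = 0.0234 from limma), in all 3 T10 arrays. HDAC11 did not pass without any 1 of 6 arrays (T1 replicates 1 and 2, T2 replicate 2, T10 replicates 1, 2 and 3; adjusted p of 0.0633 to 0.136), without replicate 1 or 2 of every round (0.422 to 0.644), with the floor (0.0581) or with quantile normalization (0.0505). The log2 change stayed at -2.13 to -2.29 in these fits, and that of Lim3 at -4.41 to -4.49. No single heat shock gene passed on all 9 arrays, while 3 fell in the fit on the T10 and T1 arrays alone and 4 were lower when adjusted over the list alone. The 4 heat shock genes with a named probe set, of 14 listed, had a median log2 change of -1.25 in T10 against T1 (camera, adjusted p = 0.000297, and 0.412 with an estimated correlation), with Hsp68 at -2.93 (adjusted p = 0.0866).

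For the counts of probe sets past the threshold, other splits of the same arrays were counted. Between T10 and T1 the real split gave 2 and the highest other 0, between T10 and T2 the real split gave 0 and the highest other 7, and between T2 and T1 the real split gave 1 and the highest other 22, with as many calls in 1, 10 and 3 of 10 splits; 10 splits are too few for a share under 0.05. For T10 against T1 and T2 as 1 group, the real split gave 48, and 4 of 84 splits gave as many, the real one included. This is a share just under 0.05, but the splits take arrays as independent that come from the same metastases at successive rounds. The highest other split gave 351, with T2 replicate 3 in place of T10 replicate 1, and 2 splits that set only early arrays apart gave 108 (T2 replicates 1 and 2 with T1 replicate 3) and 90 (T1 replicates 1 and 2 with T2 replicate 1). The real count thus does not lie beyond those of all other splits, and splits with more calls than the real one point to a structure of the samples.

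The tests of explanations were run in 3 versions, and the choice between them changes an outcome. In version 1, host tissue counted as excluded once over 5% of the lower probe sets fell below sna, and the value of 5.69% excluded it. In version 2 that bound was raised to 50% after the value was known, which left host trachea or epidermis open. Version 3, given here, returns to 5% and asks that the 95% interval of the share clear it, which leaves it open again; probe sets are not independent, so the interval is too narrow. Version 2 also left out the tests of an exchange (0.767) and of RNA quality (0.16), put back here, narrowed the bound for mixed RNA to 10 points, undone here, and added the test of muscle, fat body and blood markers when their medians were known. The bounds on the percentile of sna were first written without a number and were set after 70.9 had been seen.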

How the results depend on the processing

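Among the alternatives, only leaving out the genes matched by name afterwards was chosen after seeing the data. The counts of probe sets past the threshold depended strongly on the arrays in the fit, and the cause was not tested beyond leaving arrays out. Between T10 and T1 (2 probe sets), the count was 1122 with the T10 and T1 arrays alone, 1997 with array weights, 5 with the replicate block, 7 with an intensity trend, 1 above the median probe set, 5 with array median centring, 1 with quantile normalization, 7 with cyclic loess, 8 with the mean of a gene's probe sets, and 1 at an adjusted p under 0.01; leaving out 1 array gave 1 to 1430, with 519 without T1 replicate 3, and leaving out a replicate number 0 to 1449. Between T10 and T2 (0), it was 1118 with array weights, 3 with a floor at the 25th percentile, 5 with quantile normalization and 0 with the replicate block, 0 to 1401 without 1 array and 0 to 1263 without a replicate number. Between T2 and T1 (1), it was 2 with the trend, 5 with array weights, 0 above the median probe set and 2 with the mean of probe sets, 1 to 34 without 1 array (34 without T1 replicate 3) and 0 to 20 without a replicate number. Between T10 and both early rounds (16), it was 48 with 2 groups, 1 with the replicate block, 5 with the trend, 7 with robust moderation, 2502 with array weights, 2 above the median probe set, 6 with the floor, 6 with centring, 25 with quantile normalization, 32 with the mean of probe sets and 1 at an adjusted p under 0.01, 1 to 2196 without 1 array and 0 to 1894 without a replicate number. Of the Table 1 genes (0), 3 passed with 2 groups and 5 with array weights, 0 to 4 without 1 array and 0 to 3 without a replicate number. Array median centring moved the median of all probe sets to 0.13 between T10 and T2 and to -0.14 between T2 and T1. As a whole the replicate numbers did not pair the arrays: 3 of 9 pairs with the same number had a correlation over 0.1 (-0.28 to 0.19), and other pairs had -0.23 to 0.27. Those over 0.1 were T1 with T10 in replicate 2 (0.122), and T1 with T10 (0.188) and with T2 (0.103) in replicate 3. These are correlations of deviations from the round means, and the T2 mean includes T2 replicate 3. Of the named genes and lists, 34 values reversed. The log2 change of dlg1 was -0.37 at another probe set, that of btsz between T2 and T1 -0.39 at another probe set, that of LanB2 -0.0333 without T10 replicate 3 (-0.0333 to 0.433 without 1 array) and that of Cad74A between T2 and T1 -0.233 without T2 replicate 3 (-0.233 to 2.56 without 1 array). The direction of the list test between T10 and T1 reversed at these medians: above the median probe set, mesenchymal -0.988, ribosomal -0.01, EGFR -0.193 and antimicrobial -1.03; with centring, follicle -0.123 and EGFR -0.207; with fry, antimicrobial -0.13. It also reversed in some fits without 1 array, where medians ranged from -0.188 to 0.0425 for fat body (reversed in 2 fits), -0.195 to 0.035 for follicle cells (4), -0.0392 to 0.0908 for neurons (1), -0.0292 to 0.00833 for ribosomal proteins (3), -0.0425 to 0.0125 for oxidative phosphorylation (2), -0.332 to -0.0417 for glycolysis (1), -0.217 to 0.127 for EGFR (5), -0.248 to 0.00667 for antimicrobial peptides (3) and -0.055 to 0.223 for msl-2 (2). None of the lists that reversed had passed the threshold. Of the lists called between T10 and T1, Notch and Fat/Hippo did not pass with the replicate block (adjusted p = 0.057 and 0.0578) or above the median probe set (0.142 and 0.0539), and with fry Table 1, trachea and Fat/Hippo (0.0653 each), septate junction (0.081), cadherin (0.0558), basal lamina (0.232), cell cycle and Notch (0.242 each) did not. Hemocyte markers passed with the mean of probe sets (0.0482). The number of arrays, and the signal over background of dim probe sets, limit all of these values.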

Differences from the paper's values

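For the 5 genes of Table 1 analysed here, the folds between T10 and T1 were 0.764 to 1.09 times the paper's values. These lie within the limits set for a difference. Besides a minimum ratio, a difference required a log2 ratio above the larger SD of the T10 and T1 arrays. That SD was 2.0 for sas and 1.29 for Cad74A, so for these genes only a large gap could count. The paper's values are 2.16 for crb, 4.33 for btsz, 25.95 for sas, 23.27 for Cad74A and 51.18 for verm, and those found here are 2.19, 4.72, 19.8, 20.2 and 41.7. For btsz the fold was 2.65 with the mean of the gene's probe sets, and 1.53 and 1.57 at 2 other probe sets. The fold of sas was 43.3 without T1 replicate 3, 11.4 without T1 replicate 2 and 10.4 as a ratio of linear means. That of Cad74A was 33.8 without T1 replicate 3, 15.1 without T1 replicate 2 and 15.2 as a ratio of linear means. That of verm was 54.6 without T1 replicate 3 and 32.0 without T1 replicate 2. Leaving out replicate 3 of every round gave 43.3 for sas, 33.2 for Cad74A and 67.9 for verm. Leaving out replicate 2 of every round gave 12.1 for sas, 15.0 for Cad74A and 33.4 for verm.

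The paper states that epithelial genes are upregulated in T10 compared with T1 and T2. Here all 5 genes were higher in T10 than in T1 on every array, and none passed an adjusted p under 0.05 in limma on all 9 arrays, against T1 (0.086 to 0.16) or against T2 (0.26 to 0.38). The article's text, the only part searched, names no test for these genes. Of the alternatives set before the data were examined, array weights called all 5 against T1, leaving out T2 replicate 3 called 4, the fit on the T10 and T1 arrays alone and leaving out replicate 3 of every round called 3 each, and leaving out T1 replicate 3 called 1. Leaving out T2 replicate 3 also called 3 against T2. Against the mean of T1 and T2 it called 4, where all 9 arrays gave 0.

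The paper states that metastases abandon mesenchymal traits over time. It draws this from F-Actin, Armadillo and Laminin staining of early metastases, E-Cadherin staining of T1 and T10, electron microscopy and Table 1. It also reports that tumors became more compact and less aggressive over the transplants. Table 1 lists no mesenchymal gene. The transcripts given here are a different measure and do not test that statement directly. Of the 8 mesenchymal and EMT genes analysed here, 4 were lower and 4 higher in T10 than in T1, and none was lower past the threshold. Only sna and Mmp2 of the 8 lay above the median probe set, and with these 2 alone the median was -0.988 and the test turned to lower in T10 (camera, adjusted p = 0.397). The transgene-borne sna was lower on every T10 array (log2 change -1.72, adjusted p = 0.152 from limma), and CadN was higher (log2 change 2.03, adjusted p = 0.159).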

Other observations

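Genes of chitin and tracheal cuticle were the group with the largest median change in T10. Of 14 genes listed for trachea and chitin, 12 had a named probe set, and 7 of them rose in the limma fit on the T10 and T1 arrays alone, with a median log2 change of 4.35 over the list (camera on all 9 arrays, adjusted p = 1e-04, and 0.412 with an estimated correlation), and 9 were higher when adjusted over the list alone. They include serp, a chitin deacetylase gene (log2 change 4.98), the chitin synthase gene kkv (5.07), knk (4.05), the apical matrix genes pio (4.64) and dpy (4.72), and uif (5.36). The tracheal receptor gene btl had a log2 change of -1.51 (adjusted p = 0.237). The study chose verm, which is in this list, on these samples.

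Between T10 and T1, the largest rises by the naming rule were ap (log2 change 6.12), CG12581, Cht7, slf, CG9689, spz3, verm, Dr, uif and CG3168, none past the threshold on all 9 arrays; ap, a homeobox gene of the dorsal wing, was at 10.46 ± 1.43 (SD, n = 3) in T10. The falls named by the rule were first Lim3 and HDAC11, the probe sets that passed, and then the largest among those at an unadjusted p under 0.01, which did not pass and were all deeper than both: CG32115, tim, Lip4, Cpr49Ae, axed, CG11378, Eip93F and Myo28B1; the clock gene tim had a log2 change of -5.60 (adjusted p = 0.0996). Between T10 and T2, among probe sets with an unadjusted p under 0.01 and no overlap between the arrays, Sox15, CG9689, sona, nvy and Gld had the highest log2 changes and LysX, CG5399, Chs2, CG9568 and CG13285 the lowest, with a log2 change of -4.90 for Chs2, a chitin synthase gene of the gut (adjusted p = 0.144). Between T2 and T1, by the same limits, CG30148, CG34417, rgn and CG34301 followed Delta among the rises, and sens-2, lncRNA:mimi, IA-2 and CG31140 followed Lim3 among the falls, none of them past the threshold; sens-2, a zinc finger gene, had a log2 change of -3.17 (adjusted p = 0.148).

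Among signaling and progenitor genes, Delta was at 10.69 ± 0.323 (SD, n = 3) in T10 and 7.33 ± 0.66 (SD, n = 3) in T1 and rose in the fit on those arrays alone (adjusted p on all 9 arrays 0.0831), while Sox100B and spdo fell there. Sox21a had a log2 change of -3.99 (adjusted p = 0.109 on all 9 arrays). The Notch list had a median of 1.10 (camera, adjusted p = 0.048) and the Fat/Hippo list, with ds and ex, a median of 0.11 (adjusted p = 0.0462); the 17 genes of cell cycle and DNA replication had positive log2 changes with a median of 0.45 (adjusted p = 0.000297), though none of them passed singly, on all 9 arrays, on the T10 and T1 arrays alone or adjusted over the list alone, and 5 had no overlap between the arrays. None of these lists passed with an estimated correlation (adjusted p = 0.659, 0.412 and 0.639). The Notch list no longer passed without any 1 of 5 arrays (T2 replicate 1, T1 replicates 2 and 3, and T10 replicates 2 and 3; adjusted p of 0.0553 to 0.224), nor the Fat/Hippo list without any 1 of 4 (T1 replicates 1 and 2, T10 replicates 1 and 3; 0.0514 to 0.161). In a setting chosen after seeing the data, without Delta, the Notch list did not pass (adjusted p = 0.194), and the progenitor list, at a median of -0.93 and an adjusted p of 0.223, did (0.0453).

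The other lists did not pass in T10 against T1 at an adjusted p under 0.05 from camera. Their median log2 changes were -0.20 for enteroendocrine cells, -0.02 for enterocytes and digestive enzymes, -0.24 for midgut identity factors, -0.32 for integrin adhesion, 0.04 for Cpr cuticle proteins, -0.11 for ovarian follicle cells, -0.19 for germline, 0.01 for neurons, -0.16 for Malpighian tubules, 0.02 for the male reproductive tract, -0.01 for ribosomal proteins, -0.003 for oxidative phosphorylation, -0.21 for glycolysis, -0.37 for JNK, 0.24 for JAK/STAT, -0.19 for EGFR/Ras, 0.26 for the 3 Wnt genes analysed here, -0.13 for antimicrobial peptides, 0.03 for the ecdysone response, -1.37 for sna and esg together, and 0.08 for msl-2 alone. Muscle, fat body and hemocyte markers had medians of 0.05, -0.13 and 0.21. Leaving out 1 array brought 3 lists past the threshold: hemocytes without T10 replicate 3 (adjusted p = 0.0042), enteroendocrine cells without T1 replicate 2 (0.012) and germline without T2 replicate 2 (0.04). The medians and the direction of the test had opposite signs for antimicrobial peptides and mesenchymal genes.

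Log2 changes of T10 against T1 and of T10 against T2 correlated across probe sets at r = 0.859. Unchanged groups sharing the T10 arrays gave a mean of 0.502 in 100 simulations, and the covariance was 0.424 against 0.0528. The simulations drew noise independently for each probe set, while the real arrays share variation across probe sets. Their means thus do not show how far these values can stray without a change. The T10 arrays are too few to be split, so no value free of their sharing was computed.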
